A study of Mus musculus with 4 samples.

How the data were processed

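Total RNA was measured on 4 Agilent 1-colour arrays. Per the labels, the cells were B16-F10, a mouse melanoma line kept in medium with 10% fetal bovine serum and cultured for 24 h with or without recombinant Cdh1 at 100 ng/mL. Cyanine-3 labelled RNA was made from 100 ng of total RNA of each culture, per the labels' protocols. The groups were control (2 arrays) and Cdh1 (2 arrays). The series' design text names 2 independent sets, each with 1 control and 1 Cdh1 culture, and the sample titles carry the set number. All 4 arrays were on 1 slide and were read in 1 scan, per the file headers.

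The authors read the arrays with Agilent Feature Extraction version 12.0.3.1, per the file headers. The deposited scanner files give for each spot a processed intensity, which is the Cy3 signal on a linear scale after subtraction of background and correction of spatial and multiplicative trends within the array. They also give the median intensity of the spot and of its local background, and flags for spots well above background, saturated spots and outlier spots. The deposited scanner values were not normalized between arrays. The authors also deposited 1 table of processed intensities for all 4 arrays. Set against the scanner values, each column of that table was the processed intensity multiplied by 1 factor, which was 0.919 for control set 1, 0.9304 for Cdh1 set 1, 0.8735 for control set 2 and 0.8917 for Cdh1 set 2. In none of the columns did any of the 59305 values deviate from that product by more than 1e-06 on the log2 scale.

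Each array held 62976 spots in 384 rows and 164 columns, of which 3671 were control spots. The other 59305 spots carried 56605 probes, 300 of them printed 10 times each. Between 59.29% and 61.33% of the non-control spots were well above background on an array, and 0 were saturated. Between 115 and 143 non-control spots per array were marked as outliers and left out. The number of arrays limits the precision: an exact two-sided permutation test of 2 against 2 arrays cannot give a p below 0.333.

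Signals were computed as log2 of the processed intensity minus the array's 75th percentile of that value over non-control spots, and the log2 values of the spots of a probe were averaged. A level of 0 is therefore the 75th percentile of an array. A probe counted as well above background on an array when more than a share of 0.5 of its spots were. Probes well above background on both arrays of at least 1 group were tested, which left 32568. Counts of changes of at least 2-fold in both sets and correlations of the sets were taken over the 31155 probes well above background on all 4 arrays. For a probe well above background on both arrays of 1 group and on neither of the other, a bound was computed in place of a fold change. The mean of the bright group was set against the mean, over the arrays of the dim group, of the higher of the probe's own signal and the lowest signal among probes well above background.

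Probes were named by matching their RefSeq accession, without version, to a table of RefSeq genes of the assembly GRCm38.p6. Of the 56605 probes, 35269 carried a RefSeq accession and 33767 (59.65%) matched a symbol. The matched probes covered 23462 symbols, 8057 of which had more than 1 probe. The headers name mm9 as the build of the array design, so no coordinates of the table were used. A gene was represented by its probe with the highest mean signal over the 4 arrays.

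Cdh1 and control arrays were compared with limma version 3.58.1 in R version 4.3.3 (lmFit and eBayes on the 4 arrays, 2 groups, no block). The p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The same arrays were also split in the 2 other ways that make groups of 2. One split was set 2 against set 1. The other was crossed, with Cdh1 of set 1 and control of set 2 against control of set 1 and Cdh1 of set 2. Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with fry, and with camera at a correlation estimated for each list. The 11 lists, of 257 symbols, were melanocyte pigment genes, cadherins and adherens junctions, mesenchymal regulators, Wnt/beta-catenin targets, ERK and immediate early genes, NF-kappaB targets, interferon-stimulated genes, proliferation genes, YAP/TAZ targets, hypoxia and glycolysis genes and p53 targets. Lists of antigen presentation genes and of myeloid cell genes were written later, each before its test. Python 3.11.15 with pandas 2.3.3 was used to read the files, and matplotlib 3.10.9 to draw.

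The groups, the test, the 11 lists, the rule for naming genes and all alternatives except 2 were chosen before the data were examined. The rule named the Cdh1 gene first. It then named the 5 genes with the largest mean rise and the 5 with the largest mean fall among genes well above background on all 4 arrays and changed in the same direction in both sets, taking those past the adjusted threshold first and filling up with genes that were not. From each list past the threshold it named the 2 members with the largest change. The alternatives were normexp background correction with an offset of 50 followed by quantile normalization, quantile normalization alone, centring on the median, the authors' table, no filter on dim probes, a filter to probes well above background on all 4 arrays, removal of probes with a marked spot, the set number as a block, an eBayes prior with an intensity trend and robust estimation, leaving out each array in turn, a fold threshold of 1.5, unadjusted p thresholds of 0.05 and 0.01, probes above the median signal, fry, an estimated correlation and the mean of all probes of a gene. Normexp was to use mean spot intensities. It was run on the median intensities of the spots, which are the values read from the files here. Of the alternatives added after seeing the data, one left out the spots of the last 24 of the 384 rows. The other left Egr1 out of the genes tested for lists, with and without the set as a block.

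The set numbers pair the arrays, since the design text describes 2 independent sets of a control and a Cdh1 culture. Same-numbered arrays deviated together from their group means, with a correlation of 0.744 across probes.

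The test was tried on simulated data for Cdh1 against control with 32568 probes, 200 of them changed, in 10 draws. Without a block it called 0% of the changed probes at a log2 change of 1, 0% at 2 and 67.7% at 3. With the set as a block these shares were 0%, 0% and 42.2%. At an unadjusted p under 0.05, 88.1% of the probes changed by 1 passed without a block. In 20 simulated data sets of 14454 genes, camera called a list shifted by 0.1 in 20 and an unshifted list in 0, and fry called a list shifted by 0.1 or by 0.3 in 0. At the shift of 0.3, camera also called 1 unchanged list. Each gene was drawn independently in these simulations, so they do not show how often camera calls unchanged lists whose genes vary together.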

Results

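Gene expression was profiled in B16-F10 mouse melanoma cells after 24 h of culture with or without 100 ng/mL recombinant Cdh1. In the mouse, Cdh1 is the symbol of the gene for E-cadherin, an adhesion protein of epithelial cells. The labels name the protein by this symbol alone. The comparison asked which transcripts changed with the recombinant protein. It rested on 4 one-colour arrays, 2 from control and 2 from Cdh1-treated cultures, in 2 independent sets of 1 control and 1 Cdh1 culture. Of 59305 non-control spots per array, 60.03% were well above background in control set 1, 61.11% in Cdh1 set 1, 61.33% in control set 2 and 59.29% in Cdh1 set 2. The 75th percentile of the processed intensity was 568.71, 575.87, 623.22 and 615.88 in the same order. Signals are given as log2 relative to this percentile, and differences are Cdh1 minus control unless stated otherwise.

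The arrays of a set resembled each other more than the arrays of a group did. Across 31155 probes well above background on all 4 arrays, the correlation of signals was 0.9976 between the 2 arrays of set 1 and 0.9978 between those of set 2. Between arrays of different sets it ranged from 0.9908 to 0.9922. These correlations are across probes, which are not independent replicates. The SD of the log2 difference was 0.211 for Cdh1 against control in set 1 and 0.205 in set 2, whereas it was 0.407 between the 2 control arrays and 0.387 between the 2 Cdh1 arrays.

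No probe differed between Cdh1 and control at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment, 32568 probes, n = 2 per group). The lowest adjusted p was 0.783. At an unadjusted p under 0.05 there were 561 probes (1.72%), of which 330 were higher with Cdh1, and at 0.01 there were 92. After quantile normalization the number at 0.05 was 555, of which 235 were higher, so the balance of directions changed with the scaling. The number at 0.05 was lowest with normexp and quantile normalization, at 109, and highest with the set as a block. With that block 2335 probes (7.17%) reached an unadjusted p under 0.05, of which 1615 were higher, and 0 were called at a lowest adjusted p of 0.617. The crossed split of the same arrays sets the Cdh1 difference of set 1 against that of set 2. It gave 356 probes (1.09%) without the block and 1349 (4.14%) with it, and 0 calls in either fit. In contrast, set 2 against set 1 gave 4571 called probes, of which 2029 were higher and 2542 lower in set 2. With the group as a block 1597 were called. In simulated data of this design, changes of 2 on the log2 scale in 200 probes were not called and 67.7% of changes of 3 were.

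The size of the differences was then compared without a test. Over the 31155 probes, the SD of the mean difference over both sets was 0.152 for Cdh1 against control, 0.142 for the crossed split and 0.371 for set 2 against set 1. In set 1, 105 probes differed at least 2-fold between Cdh1 and control, and in set 2, 120 did. Only 7 probes did so in the same direction in both sets, 6 of them higher and 1 lower with Cdh1. The corresponding number was 1 for the crossed split and 553 for the sets. At 1.5-fold the numbers were 50, 34 and 1821. The count of 7 was moved most by dropping the filter on dim probes, which gave 363. The Cdh1 differences of the 2 sets, which share no array, had a Pearson correlation of 0.0655 and a Spearman correlation of 0.066 across probes. The SD of the former over 1000 bootstrap draws of probes was 0.0121, and 52.5% of probes had the same sign in both sets. Without the filter on dim probes the correlation was -0.0533, so its direction was not stable. In the plot of the 2 sets against each other, 94.4% of probes lay within 0.5 of 0 on both axes.

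**Figure D1:**
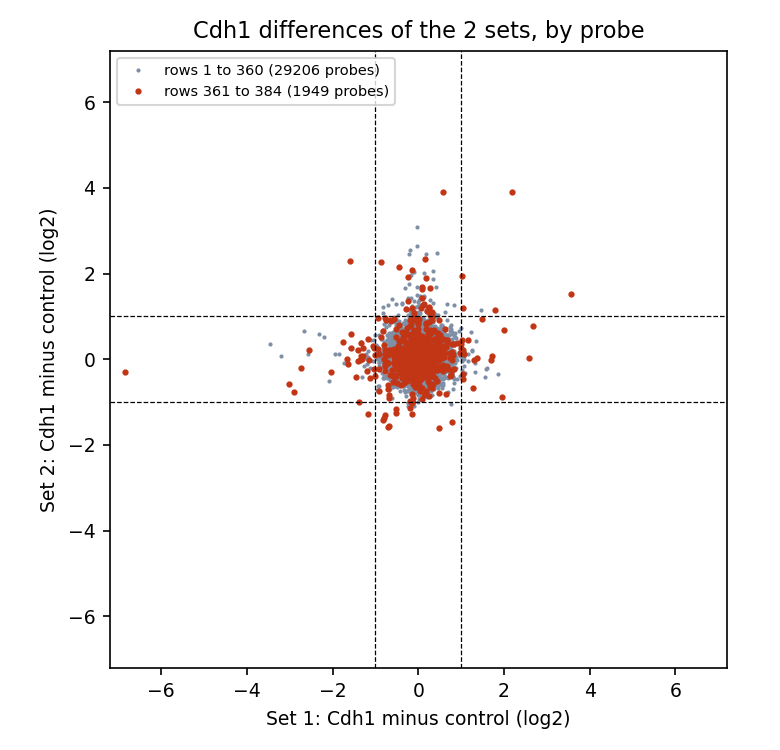
Log2 difference between Cdh1 and control in set 1 (x axis) and in set 2 (y axis) for the 31155 probes well above background on all 4 arrays, 1 point per probe; red points are the 1949 probes printed in rows 361 to 384 of the array and grey points the 29206 others, and dashed lines mark 2-fold. The Pearson correlation of the axes is 0.0655, and 6 of the 7 probes that pass the lines in the same direction in both sets are red.

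The large differences were concentrated along one edge of the arrays. In rows 373 to 384, 4.02% of probes differed at least 2-fold between Cdh1 and control in set 1 and 2.99% in set 2. In rows 361 to 372 the shares were 1.43% in both sets. In the remaining rows together they were 0.178% and 0.264%. The last 24 rows thus held 53 of the 105 probes at least 2-fold in set 1, 43 of the 120 in set 2 and 6 of the 7 in both. Without these rows, a boundary chosen after seeing the data, the count in both sets was 1 for Cdh1, 527 for the sets and 0 for the crossed split.

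**Figure D2:**
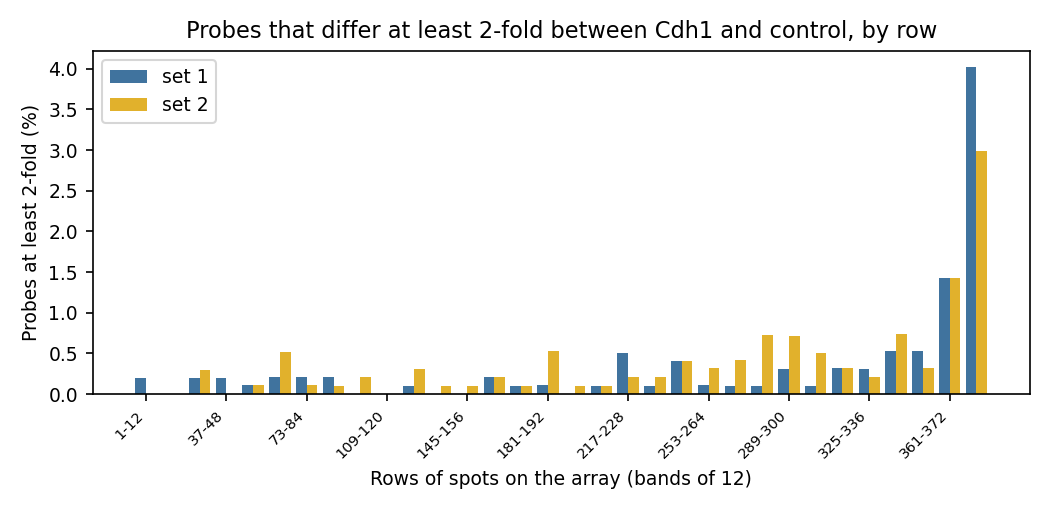
Percentage of probes that differed at least 2-fold between Cdh1 and control (y axis) in set 1 (blue bars) and set 2 (yellow bars), over bands of 12 rows of spots along the array (x axis), for probes well above background on all 4 arrays. The last band, rows 373 to 384, reaches 4.02% and 2.99%, and all bands before row 361 together hold 0.178% and 0.264%.

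The Cdh1 transcript itself was dim, and no difference was detectable. Its probe (NM_009864) was well above background on all 4 arrays, with a signal of -4.47 ± 0.13 in control and -4.50 ± 0.07 in Cdh1-treated cells (SD, n = 2). The difference was -0.03 with an SE of 0.12 (limma adjusted p 1).

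None of the genes with the largest changes in the same direction in both sets passed the threshold, and all 10 had limma adjusted p-values of 1. Such a direction was shared by 7130 of 14002 genes. The probes of all 10 lay in the last 24 rows, which held 6.26% of probes. The largest rise was that of the olfactory receptor gene Olfr1030 (NM_146588), from -5.40 ± 0.18 to -2.36 ± 1.05 (SD, n = 2), a difference of 3.04 with an SE of 0.54. It was 2.18 in set 1 and 3.91 in set 2. The mean rises of Dpp10, Muc5ac, Zc3h12a and Traf5 were 1.73, 1.46, 1.31 and 1.25. The rise of Zc3h12a came from set 1, being 2.59 there and 0.02 in set 2, and that of Traf5 came from set 2. That of Dpp10 was also uneven, at 2.69 and 0.77. A further probe of Traf5 in row 92 gave 0.06. The largest fall was that of Gemin5 (NM_172558), at -3.58 with an SE of 2.38, which came from a single array: the difference was -6.85 in set 1 and -0.31 in set 2. Hnf4g (NM_013920) was lower by a similar amount in both sets, -1.16 and -1.27, with a mean of -1.22 and an SE of 0.15. The mean differences of Dner, Gm36313 and Olfr360 were -1.47, -1.19 and -1.12, and that of Dner came mostly from set 1, at -2.75 against -0.20 in set 2. With normexp and quantile normalization the differences of Olfr1030, Gemin5 and Hnf4g were 1.09, -2.40 and -0.40.

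Some probes were well above background in 1 group alone. There were 75 such probes for both Cdh1 arrays and neither control array, and 179 for both control arrays and neither Cdh1 array. The crossed split gave 372 and 46, and the sets 261 for set 2 alone and 380 for set 1 alone. Of the 75 probes, 17 were at least 2-fold higher with Cdh1, by a bound of up to 10.4-fold, and 7 of these lay in the last 24 rows. Of the 179 probes, 23 were at least 2-fold lower with Cdh1, by a bound of up to 4.98-fold, and 14 of these lay in the last 24 rows. The immediate early gene Egr1 (NM_007913), singled out after its values were seen, was among the latter, with its probe in row 348. Its signal was -4.25 ± 0.88 in control cells (SD, n = 2), at least 2.87-fold above the bound in Cdh1-treated cells. Egr1 was not called, with a limma adjusted p of 1 without and 0.617 with the set as a block.

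Among 11 gene lists, 1 differed between Cdh1 and control at an adjusted p under 0.05 (limma camera, Benjamini-Hochberg over the lists, 14454 genes). The hypoxia and glycolysis list was lower with Cdh1, with an adjusted p of 0.000319 and a median difference of -0.094 over 24 genes, against -0.014 over all genes. Of the 24 genes, 22 were lower in the mean and 18 in both sets, and the list's median was -0.154 in set 1 and -0.0414 in set 2. The list was lower under each scaling tried, with medians from -0.122 to -0.0673. It was not called by fry (adjusted p 0.995) or by camera with an estimated correlation (0.959). Neither test could decide here. Fry called a list shifted by 0.3 in 0 of 20 simulated data sets. Camera with an estimated correlation left even the interferon-stimulated list uncalled between the sets (adjusted p 0.151), at a median of -1.60. The hypoxia and glycolysis list was also not called without control set 1 (median -0.0111) or without Cdh1 set 1 (median -0.107). Those fits leave the sets unequal between the groups, so the difference between the sets enters them. The crossed split called the hypoxia and glycolysis list as well, with a median of -0.0656 and a camera adjusted p of 0.00859, together with the YAP/TAZ list at 0.000699. That split sets the Cdh1 difference of set 1 against that of set 2. Its call on the hypoxia and glycolysis list restates the larger fall in set 1. A Cdh1 effect of unequal size in the sets would give the same call. That does not account for the YAP/TAZ call, as that list's medians were 0.056 in set 1 and -0.0803 in set 2. Camera thus also called a list for which the sets shared no direction, which limits the weight of its call for Cdh1 against control. The members of the hypoxia and glycolysis list with the largest differences were Ankrd37, at -0.50 with an SE of 0.50, and Bnip3, at -0.42 with an SE of 0.19, each with a limma adjusted p of 1. With the set as a block the SEs were 0.10 and 0.19, and the limma adjusted p-values 0.668 and 0.791. The fall of Bnip3 came mostly from set 1, at -0.74 against -0.10 in set 2, and that of Ankrd37 was -0.65 and -0.36. Over all 11 lists, 0 of 199 members were called when adjusted over the list alone, and 0 over all probes.

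The ERK and immediate early list had a median of -0.0534 over 18 genes and an adjusted p of 0.225 (limma camera), and 0.0086 with the set as a block. Its lowest member was Egr1, and the other 17 members lay between -0.19 and 0.06. With Egr1 left out, an alternative chosen after seeing the data, its adjusted p was 0.673 without and 0.0687 with the block. It was 0.733 among probes well above background on all 4 arrays, which Egr1 was not. Over all genes of the list its adjusted p was 0.995 by fry. The list's median was -0.0485 in set 1 and -0.0805 in set 2, with 12 genes lower in both sets and 1 higher. Its direction changed without control set 1 (median 0.0661) and without Cdh1 set 2 (0.0626). Those fits leave the sets unequal between the groups. The list was lower in set 2 than in set 1 (median -0.296), so these reversals do not bear on the difference within the sets. The remaining 9 lists were not called with or without the block. Their camera adjusted p-values were 0.674 for cadherins and adherens junctions (median -0.0446), mesenchymal regulators (-0.0493) and p53 targets (0.0223), and 0.739 for NF-kappaB targets (-0.0268). They were 0.781 for interferon-stimulated genes (0.00811) and Wnt/beta-catenin targets (-0.0132), and 0.979 for melanocyte pigment genes (-0.0203), YAP/TAZ targets (-0.021) and proliferation genes (-0.0135). The mean of the mesenchymal list, -0.185, lay far below its median because of Twist1, singled out after its values were seen. The probe of Twist1, in the last 24 rows, was well above background on both control arrays and neither Cdh1 array, with a signal in control at least 1.71-fold above the bound in Cdh1-treated cells and a limma adjusted p of 1. The other 13 members lay between -0.19 and 0.11. The signs differed in 4 of these lists. For NF-kappaB targets the mean (0.0445) and the direction of camera were up while the median was below 0. For interferon-stimulated genes the median and camera were up while the mean was -0.016. For the Wnt/beta-catenin and YAP/TAZ lists camera was up while both median and mean were below 0. In the plot of list medians, the 2 sets lay on opposite sides of 0 in 5 of the 11 lists.

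**Figure D3:**
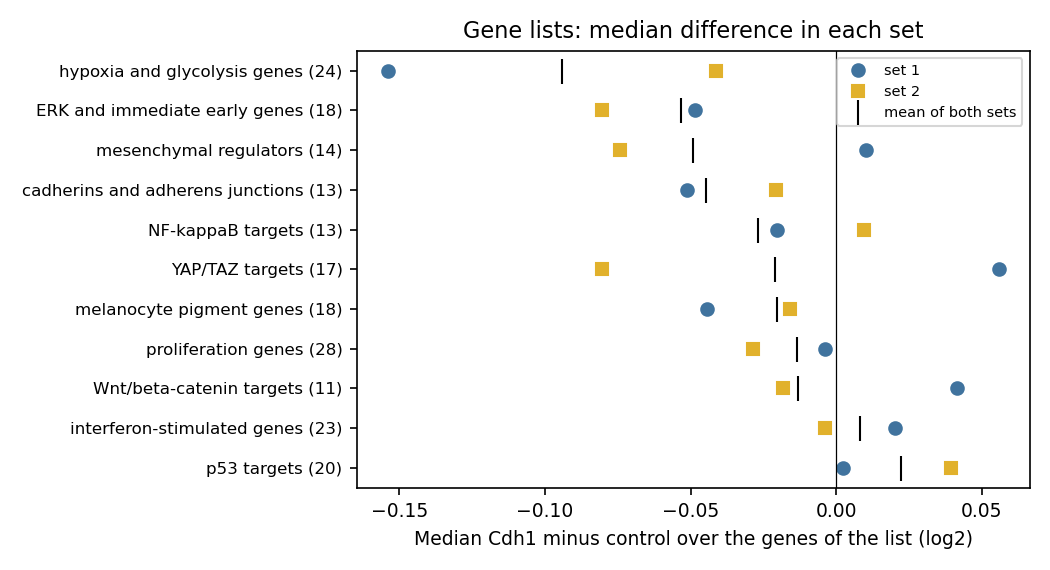
Median log2 difference between Cdh1 and control (x axis) over the genes of each of the 11 lists (y axis, number of genes tested in parentheses), in set 1 (blue circles), in set 2 (yellow squares) and for the mean of both sets (black bars). The hypoxia and glycolysis list has the lowest mean-difference median, -0.094, with -0.154 in set 1 and -0.0414 in set 2.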

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

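Leaving out the last 24 rows of spots, and leaving out Egr1, were chosen only after the results were seen. The other alternatives were fixed beforehand.

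The count of 0 called probes between Cdh1 and control (limma) was the same under each alternative with an adjusted p: normexp with quantile normalization, quantile normalization, median centring, the authors' table, no filter on dim probes, probes well above background on all 4 arrays, no marked spots, the set as a replicate block, the trend and robust prior, each array left out (0 to 0), and no last 24 rows. Their lowest adjusted p-values ranged from 0.266 to 1. With an unadjusted p there were 561 probes at 0.05 and 92 at 0.01. The 561 became 109 with normexp, 198 with the trend and robust prior, 355 among probes well above background on all 4 arrays, 1289 without the filter and 2335 with the replicate block, and 453 to 830 with 1 array left out.

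The count of 7 probes at least 2-fold in both sets was 7 or 8 with quantile normalization, median centring, the authors' table or no marked spots. It was 50 at 1.5-fold, 0 with normexp, which adds an offset and so shrinks differences of dim probes, 363 without the filter on dim probes and 1 without the last 24 rows. The correlation of the sets, 0.0655, was 0.0592 to 0.0772 with the changes of normalization. It was 0.123 among probes above the median signal, 0.0496 without the last 24 rows and reversed to -0.0533 without the filter. The latter setting adds probes at background, whose values carry little signal, and the cause of the reversal was not tested. Neither result allows an array to be left out, since each needs both sets, and probes well above background on all 4 arrays were already their setting.

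The count of 1 called gene list was 0 with fry, which called no shifted list in the simulated data, and 0 with an estimated correlation. It was 2 with the authors' table and 2 with the set as a replicate block, where the ERK and immediate early list joined the hypoxia and glycolysis list (adjusted p 0.0493 and 0.0086). With Egr1 left out the ERK list was not called without the block (0.673) or with it (0.0687), so its call under the block rested on that gene. Among probes well above background on all 4 arrays its adjusted p was 0.733. The block changed no other call. With 1 array left out the count was 2 to 4, and the lone array of a group is then assumed to vary like the other group. These fits leave the sets unequal between the groups, so the difference between the sets enters them by construction, and the interferon list, which differs between the sets, was called in each. The median of the hypoxia and glycolysis list ranged from -0.172 to -0.0111. The list was not called without control replicate 1 (adjusted p 0.721) or without Cdh1 replicate 1 (0.0547). The median of the ERK list ranged from -0.243 to 0.0661, with the opposite direction without control replicate 1 (0.0661) and without Cdh1 replicate 2 (0.0626). Its adjusted p was 0.014 without Cdh1 replicate 1 and 0.0228 without control replicate 2. The count of lists was 1 with the mean of all probes of a gene, normexp, quantile normalization, median centring, no filter on dim probes, probes well above background on all 4 arrays, no last 24 rows, and Egr1 left out with or without the block. Lists were not run with the trend and robust prior or without marked spots.

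Of 133 values of 13 named genes under the alternatives, 130 kept their direction and side of the threshold, and the lowest adjusted p was 0.266. The 3 others were reversed. The Cdh1 gene ranged from -0.12 to 0.05 with 1 array left out, being 0.01 without Cdh1 replicate 1 and 0.05 without control replicate 2. Ankrd37 ranged from -1.05 to 0.05, being 0.05 without Cdh1 replicate 1. These fits leave the sets unequal between the groups, so the difference between the sets enters them. Within the sets Ankrd37 differed by -0.65 in set 1 and -0.36 in set 2. No block for slide or scan was run, since the arrays share 1 slide and 1 scan. Signal over background limits the dimmest probes: among the lowest 25% of signal outside the last 24 rows, 1.55% differed at least 2-fold between Cdh1 and control in either set, against 0.0684% of the upper 75%.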

Other observations

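Some tests were chosen only after the result was seen: the edge rows as the source of the set difference and of the correlation of the sets, and the interferon difference in the control arrays alone. The boundary at 24 rows was also set after the shares by row were seen. The genes named for the difference between the sets were chosen after their values were seen.

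Probes at least 2-fold different between Cdh1 and control were crowded into the last 24 rows of the arrays, at 2.72% against 0.178% elsewhere in set 1 and 2.21% against 0.264% in set 2. All 10 genes with the largest shared changes were there. A real change of these transcripts was set against other probes of the same genes printed elsewhere. For 13 genes whose probe in these rows moved by at least 0.5 on the log2 scale, the other probe moved in the same direction by a median of 0.002, against a median of 0.665 for the changed probe, and 0 of 13 moved by 0.5. This argues against a change of the transcripts as a whole in those 13 genes. None of the 10 genes named in the report was among these 13. The result was similar for 36 genes with changed probes elsewhere on the array, whose other probe moved by a median of 0.023. Spot-level signal error along the edge remains a candidate explanation. Among probes printed 10 times, 4 of 756 spots in these rows and 20 of 10844 elsewhere deviated from their probe's median by at least 0.5, a ratio of shares of 2.87 (two-sided Fisher's exact test p 0.0672). Spots marked as outliers were kept in these counts. The spots repeat probes, and positions over the 4 arrays, so they are not independent as the test assumes. The SD of the deviations was not larger along the edge, at 0.0619 in these rows and 0.063 elsewhere, and 0 spots in either region deviated by at least 1. These replicated probes cannot decide it, because their median signal was 6.57, against -3.81 for the probes that changed in these rows, and just 8 of them were in the lowest 25% of signal. In that lowest 25%, 14.8% of the probes in these rows changed at least 2-fold in either set, against 1.55% elsewhere. In the upper 75% the shares were 0.905% and 0.0684%, so the excess along the edge was present in both.

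The 2 sets differed far more than control and Cdh1 did, with 553 probes at least 2-fold apart in both groups against 7. Error of single probes is argued against by 4740 genes with a pair of probes outside the last 24 rows, whose set differences correlated at 0.768 across genes. The edge rows are argued against as well, since 95.3% of the 553 probes lay outside them. A difference in labelling, hybridization or scan is hard to reconcile with the 8 spike-in probes that were well above background on all arrays. The SD of their set differences was 0.107, which is 34.1% of the 0.314 over endogenous probes of like signal. Spike-ins do not pass through culture or extraction, so differences that arose there remain open, as do differences in cell passage, density or time of harvest. None of these is recorded in the labels, and no biological explanation was tested for the difference as a whole. The genes furthest apart included 4930579F01Rik, higher by 4.65 in set 2, and Cck, Trpm1, Irf7, Oasl1 and Sox9, with differences of set 2 minus set 1 of -4.37, -3.51, -3.13, -2.97 and -2.69.

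Part of the difference between the sets may reflect interferon signalling. All 23 tested interferon-stimulated genes were lower in set 2 in both groups, with a median of -1.60. The list was called by camera (adjusted p 2.59e-13) and by fry (0.000634), and it was not called by camera with an estimated correlation (0.151). Camera also called the melanocyte pigment list (median -0.247, adjusted p 0.000642) and the p53 list (-0.318, 0.00831), which fry called too (0.0145 and 0.0234). With the group as a block camera also called the ERK and immediate early list (median -0.296, adjusted p 0.0297, against 0.0874 without the block). Fry also called the Wnt/beta-catenin list (median -0.0414, 0.0234), which camera did not (0.734). With an estimated correlation none of these lists was called. Error of single probes is argued against, since 4 of 4 further probes of interferon genes were lower in set 2 in both groups, with a median of -1.44. A Cdh1 effect in 1 set is argued against by the control arrays alone, where the median was -1.52, against -1.64 in the Cdh1 arrays. Myeloid cells mixed into set 1 are argued against by 20 myeloid genes. Of these, 11 had no probe well above background on any array, among them Ptprc, Tyrobp and Laptm5, Lyz2 was well above background on 1 array, and the 8 that were tested had a median of -0.114. The signal of Ptprc was -7.99 and -8.17 on the arrays of set 1, and that of Lyz2 was -6.53 and -5.32, against -7.78 and -6.88 in set 2. Csf1r, Cd68 and Fcer1g were well above background on all 4 arrays, in both sets. Some values went with the explanation. Of the 8, 4 were lower in set 2 in both groups, among them Lyz1, at -2.87 and -2.88 in set 1 against -3.95 and -3.73 in set 2. Lyz2 was lower in set 2 in both groups. So was the leukocyte gene Lcp1, which was not in the list and was singled out after its values were seen, at -3.35 in control and -2.81 in Cdh1 arrays. A stronger interferon response in the cultures of set 1 remains a candidate explanation. It predicted lower antigen presentation genes in set 2, none of which were in the interferon list, and 13 of 16 were lower in both groups, with a median of -0.723. This is a hypothesis from 1 control and 1 Cdh1 culture per set, and what would have raised such a response, for example nucleic acids, infection or cell density, was not tested.

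The Cdh1 differences of the 2 sets correlated at 0.0655 across probes. The edge rows are argued against as the whole source, since the correlation over probes outside them was 0.0497, with a bootstrap SD of 0.00922. Whether it reflects a shared change of transcripts cannot be told apart from changes shared by single probes. The set 1 difference of one probe and the set 2 difference of another probe of the same gene correlated at 0.00812, with a bootstrap SD of 0.016, over 4740 genes. The same probe gave 0.0279 between the sets over these genes, so there was little to find in them. Among 2263 genes with both probes above the median signal, different probes gave 0.0396 and the same probe 0.0242. Without a spread for this subset, these values cannot decide the question. Within a set, a pair of probes of a gene correlated at 0.122 and 0.163, so a small shared change could be missed by this test. Among 290 probes printed 10 times, whose averages carry less spot noise, the SD of the Cdh1 difference was 0.03 and its largest size 0.239, while set differences reached 4.37. Their Cdh1 differences correlated at -0.185 between the sets.

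The hypoxia and glycolysis list was lower with Cdh1, at a median of -0.094. A brightness-dependent difference between arrays is argued against, as 0% of 10000 random lists matched on mean signal had a median as low, the lowest being -0.0565. The edge rows are argued against too, since the list's camera adjusted p without them was 0.000277. Whether 1 of the 2 sets alone carries the difference could not be decided. In set 2, the set with the smaller change, 2.79% of matched random lists had a median as low as the list's -0.0414, and genes regulated together vary more than random lists do. The reading of this test was made more cautious after its value was seen. Control set 1 may stand apart from the other arrays. Without it the median was -0.0111, and without Cdh1 set 1 it was -0.107. Those fits leave the sets unequal between the groups, so the difference between the sets enters them. The list's median difference of set 2 minus set 1 was -0.17 in the control arrays and -0.0237 in the Cdh1 arrays. The crossed split, in which control set 1 is also on the higher side, called the list at 0.00859. That split cannot tell a control set 1 that stands apart from a Cdh1 effect that was larger in set 1. An effect of recombinant Cdh1 and a difference in oxygen or cell density between cultures both remain open and were not tested.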
